A study of Mus musculus with 18 samples. Its data were reported in "Single-cell RNA sequencing reveals evolution of immune landscape during glioblastoma progression" (2022).

How the data were processed

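Bulk RNA-seq libraries were made from sorted microglia and macrophages of a mouse model of glioblastoma (GBM), in which tumors are started in the brain by a Cre virus. According to the study's methods, cells of several mice were pooled for each sample, the mice with tumors had received the thymidine analog EdU before harvest, RNA was isolated with a kit made for fixed tissue, and libraries were made from total RNA with a low-input stranded kit and sequenced as read pairs. The labels name 6 groups of 3 libraries each. They are contralateral microglia from the brain side away from the tumor, labelled unfixed, tumor microglia labelled EdU- and EdU+, microglia of brains without a tumor, macrophages labelled fixed and permeabilised, and macrophages labelled unfixed. The labels do not say whether the non-tumor microglia were fixed.

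The authors deposited 1 table of estimated counts per gene for 25019 genes and 18 libraries, not scaled between libraries. The methods describe trimming with fastp, two-pass STAR alignment to the mouse build mm39 and assignment with featureCounts, with multi-mapping reads counted as fractions. The name of the table points to salmon instead, and which tool made the values was not settled. Between 2.77% and 9.27% of the values per library were not whole numbers. The reference used here is an older build (GRCm38), so no coordinates are given. It served for gene symbols, of which 24931 matched, and for transcript lengths. The table gives symbols in capitals; they are written here in mouse style. Genes with near-identical copies, such as Ppp1ccb, are reported as uncertain because the counting could split their reads.

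Counts were rounded to whole numbers. Library totals ran from 2029299 to 10943417 estimated counts, so that 3 counts, taken as the detection floor, corresponded to between 0.274 and 1.48 counts per library scaled to a common total (CPM). Such floors cover counting error only, since amplified reads are not independent molecules. Genes with a CPM over 1 in at least 3 libraries were kept (19605 genes). TMM factors (edgeR 4.0.16) ran from 0.706 to 1.25. All 18 libraries entered one limma-voom fit (limma 3.58.1, R 4.3.3), so that the groups shared one estimate of the spread, and tests were two-sided with Benjamini-Hochberg adjustment over all genes and a threshold of 0.05. The study's methods used the tumors as covariates. The labels give no tumor names, so the replicate number stood in for them in 4 of the 5 comparisons. The comparison of contralateral with non-tumor microglia had no such term. For log2 fold changes, the first group named is compared against the second.

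Before the data were examined, 20 gene lists were written. They cover S phase, G2M, inflammatory, MHC class II, interferon, microglia, macrophage, M1-like, M2-like, immediate early, tumor or glial progenitor, neuron, astrocyte, oligodendrocyte, endothelial, neutrophil, T and B lymphocyte, erythrocyte, cytosolic ribosomal protein and replication-dependent histone genes. The last 2 were set by a pattern of gene symbols and the other 18 gene by gene. With 6 genes that mark sex, the latter held 434 entries, some genes being in more than 1 list, of which 8 were not matched and are not analysed here. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 100 tests (20 lists in 5 comparisons), with fry and with camera at an estimated correlation beside it. The effect of a list is the median log2 fold change of its genes. Also before the data were examined, 5 list results were fixed as main ones (S phase, G2M and inflammatory for EdU, MHC class II and interferon for the contralateral side). The other list results reported were chosen after all list results had been seen. Named genes followed a rule fixed beforehand. It took the 5 genes that rose and the 5 that fell with the smallest adjusted p among those past the threshold whose libraries did not overlap between groups, without predicted genes, and a fixed panel of genes whatever their result.

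The alternatives fixed before the data were examined were other scalings (DESeq2-type size factors and library totals alone), other filters on low counts (none, and at least 10 counts in every library), a fit of only the groups compared, sample quality weights, counts not rounded, removal of small RNA genes, the fit without the replicate number (or with it, for contralateral against non-tumor), edgeR's quasi-likelihood test, DESeq2 (version 1.42.0), other thresholds, the other list tests, and leaving out each library in turn. Added after the data had been seen were a covariate for counts on receptor genes, a minimum mean CPM of 10, a covariate for the sex of the pooled mice and a sum of non-tumor libraries 1 and 2. The receptor measure was the share of counts on 1471 olfactory, vomeronasal and trace amine receptor genes. Figures were drawn with matplotlib 3.10.9.

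The gene test was tested on simulated counts for 19605 genes with 200 of them changed 4-fold or 8-fold. The changed genes were drawn from those with a mean CPM of at least 10, so the shares called do not cover genes of lower level. At a low spread between replicates (dispersion 0.05), all 200 were called with 6 false calls. At the spread of the real libraries (median dispersion 0.434), 45% were called, 27% of the 4-fold and 63% of the 8-fold changes, with 1 false call. With no changed gene, 0 genes were called. The simulated genes varied independently, without a background or library effect shared between genes, so these numbers of false calls need not hold for the real libraries.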

Results

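To define the microglia that divide in GBM and those far from the tumor, the study sorted microglia and macrophages and sequenced their RNA in bulk. EdU is built into newly made DNA, so that EdU+ cells have passed through S phase since the injection. The 18 libraries fell into 6 groups of 3. The total of estimated counts per library ran from 2029299 in contralateral microglia 1 to 10943417 in fixed macrophages 3. Between 12410 genes (fixed macrophages 2) and 21749 genes (contralateral microglia 1) had a count. The ribosomal RNA precursor gene Rn45s took between 3.71% and 11.3% of a library. Olfactory, vomeronasal and trace amine receptor genes, which serve odor and pheromone sensing, held between 74.7 CPM (unfixed macrophages 3) and 8704 CPM (contralateral microglia 1), a 116-fold range. This share is used below as a measure of background. It differed widely within groups and fell with depth across the libraries, with fixed macrophages 2 an exception (2803777 counts, 784 CPM). In the EdU groups it was 5189, 7142 and 2408 CPM for the libraries labelled EdU- 1, 2 and 3, and 112, 4737 and 530 CPM for those labelled EdU+.

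**Figure D1:**
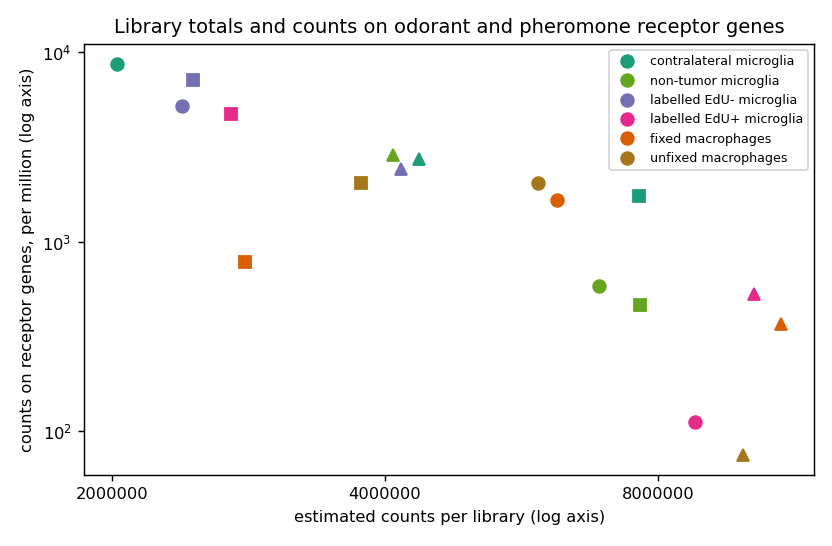
Total estimated counts per library (horizontal log axis) against CPM on olfactory, vomeronasal and trace amine receptor genes (vertical log axis); each point is 1 library, colored by group, with a circle, square or triangle for replicate 1, 2 or 3. The receptor share ranges from 74.7 to 8704 CPM and is highest in the library with 2029299 counts.

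The first comparison asked how microglia that had taken up EdU differ from those that had not. The cell-cycle and inflammatory genes below did not go the way the study describes for these groups, so the groups are called the libraries labelled EdU+ and labelled EdU- throughout. Of 19605 genes, 24 had an adjusted p under 0.05 (limma-voom), 22 higher and 2 lower in the libraries labelled EdU+. At an unadjusted p under 0.05 there were 3469 genes, against 980.25 expected by chance. In 14.6% of all genes the 3 libraries of one group all lay above the 3 of the other, against 10% by chance. The count depended strongly on the fit: it was 755 when only these groups were fitted, and 2 with the background measure as a covariate, an alternative chosen after the data had been seen. Leaving out 1 library gave between 2 genes (without the libraries labelled EdU+ 1, EdU- 1 or EdU- 2) and 194 genes (without EdU+ 2). It gave 4 genes without EdU- 3.

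Nr4a3 (log2 fold change 2.55 ± 0.32 SE, adjusted p 0.00189) was at 1504 ± 1018 CPM in the libraries labelled EdU+ and 228 ± 21.1 CPM in those labelled EdU- (SD, n = 3). It passed the threshold in each of the 6 fits that left out 1 library. Tent5c rose by 2.15 (adjusted p 0.0215), Cd83 by 2.12 (0.0220) and Il1rn by 3.04 (0.0434). Adgrl1 fell by 1.76 (0.0434) and Tpm1 fell by 1.77 (0.0484). Of the panel fixed beforehand, Il1b was at 1052 ± 541 against 199 ± 154 CPM (log2 fold change 2.45 ± 0.43 SE, adjusted p 0.0434), and Tnf rose by 2.03 without passing the threshold (0.106, and 1.55e-06 to 0.535 over the alternatives other than leaving out a library). Tent5c and Cd83 each passed in 2, and Il1rn, Il1b, Adgrl1 and Tpm1 each in 1 of the 6 fits that left out 1 library. Without EdU- 1, for example, Tent5c had an adjusted p of 0.102, Cd83 0.101, and Il1rn, Il1b, Adgrl1 and Tpm1 each 0.144. With the background covariate none of these 6 genes passed, while the adjusted p over all alternatives except leaving out a library ran from 7.22e-13 to 0.405 for Il1rn. Mki67 stood at 272 ± 77.7 against 291 ± 47.2 CPM, a change of -0.0762 (adjusted p 0.934) whose sign turned in 4 of the 6 fits that left out 1 library, to 0.13 without EdU+ 2. Top2a fell by 1.22 (adjusted p 0.238, and 0.00910 to 0.699 over the same alternatives), with all 3 libraries labelled EdU+ below the 3 labelled EdU-. Ppp1ccb had 0 counts in the 3 libraries labelled EdU- and from 55 to 258 counts in those labelled EdU+, which puts it at least 30.5-fold higher. It is nearly identical to Ppp1cc, and its value is uncertain.

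The inflammatory list was higher in the libraries labelled EdU+, with a median log2 fold change of 1.93 and 29 of 30 genes higher (camera adjusted p 1.11e-22, fry 0.00942). Of its genes, 5 were past the threshold over all genes and 22 when adjusted over the list alone. All 3 libraries labelled EdU+ had a higher list score than the 3 labelled EdU-. The alternative that moved it most was the background covariate, with 1.24. The immediate early list, which holds genes that cells switch on within minutes of a stimulus and shares 0 genes with the inflammatory list, rose with it by 0.80 (18 of 21 genes, camera 4.15e-09, fry 0.0437). 1 of its genes was past the threshold over all genes and 9 when adjusted over the list alone. The G2M list was lower, at -0.53 with 14 of 54 genes higher, where the median of all genes was -0.16. It passed camera (adjusted p 0.00202) but not fry (0.304), and without EdU- 3 it was -0.92. Its genes past the threshold numbered 0 over all genes and 0 when adjusted over the list alone, with 11 at an unadjusted p under 0.05. The S phase list did not differ (median -0.0411, 20 of 43 genes higher, camera adjusted p 0.843), with 0 genes past the threshold over all genes, 0 adjusted over the list alone and 5 at an unadjusted p under 0.05. Its sign turned without EdU+ 1 (0.0585), EdU+ 2 (0.00838) or EdU- 2 (0.12). The tumor or glial progenitor list fell by 1.21 (2 of 25 genes higher, camera 4.27e-06, fry 0.155), with 0 genes past the threshold over all genes, 10 adjusted over the list alone and 12 at an unadjusted p under 0.05. Of these 10 genes, 9 were lower and 1 was higher. The neuron list (-1.22, 3 of 17 genes higher, camera 0.0146, fry 0.208) and the astrocyte list (-1.12, 1 of 12, camera 0.00416, fry 0.168) fell as much, with 0 and 0 genes past the threshold over all genes, 2 and 0 adjusted over the list alone and 7 and 4 at an unadjusted p under 0.05. Of the 2 neuron genes past the threshold over the list alone, 1 was higher and 1 lower. The neuron list was -0.37 without EdU+ 1 and -1.84 without EdU+ 3, and lost its camera call without EdU+ 1 (0.0752), EdU+ 2 (0.0557) or EdU- 3 (0.283); the astrocyte list was -0.36 without EdU- 3 (0.809) and lost its call without EdU+ 2 (0.0853). The MHC class II list rose by 0.88 (9 of 11, camera 0.00731, fry 0.414; 0 genes past the threshold over all genes or adjusted over the list alone, 6 at an unadjusted p under 0.05), and did not pass camera without EdU+ 3 (0.55, 0.284) or EdU- 2 (0.90, 0.0811). The cytosolic ribosomal protein list rose by 0.56 (81 of 83 genes, camera 2.22e-18, fry 0.133), with 0 genes past the threshold over all genes, 4 adjusted over the list alone and 32 at an unadjusted p under 0.05. The microglia list changed by 0.30 (20 of 28 genes, camera 0.00602, fry 0.567), a direction that turned to -0.11 with library totals as the scaling and to -0.00169 without EdU- 3. 1 of its genes was past the threshold when adjusted over the list alone, 0 over all genes and 5 at an unadjusted p under 0.05. Relative to TMM, the other scalings shifted the median of all genes in this comparison by -0.18 (DESeq2-type size factors) and -0.45 (library totals). Of the 20 lists, 12 passed camera in this comparison, 11 in contralateral against non-tumor microglia, 13 in fixed against unfixed macrophages, 12 in labelled EdU- microglia against fixed macrophages and 20 in contralateral microglia against unfixed macrophages. Of the 100 list tests in all comparisons, 68 passed camera, 17 passed both camera and fry, and 0 passed camera with an estimated correlation.

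**Figure D2:**
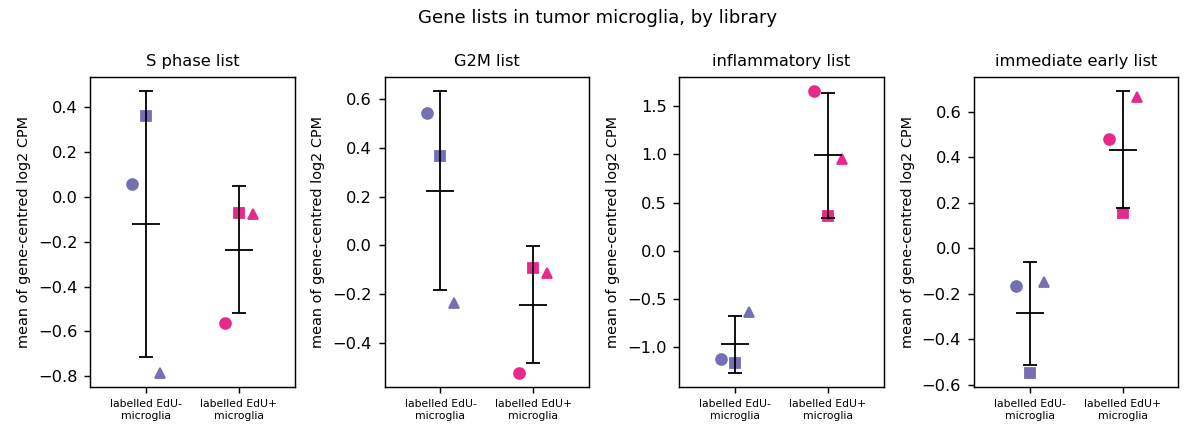
Mean gene-centred log2 CPM of 4 gene lists (vertical axes) in the 3 libraries labelled EdU- and the 3 labelled EdU+; points are libraries with a circle, square or triangle for replicate 1, 2 or 3, and bars give the mean and SD. The inflammatory and immediate early scores of the groups do not overlap, while the S phase scores do.

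The next comparison asked whether microglia on the side away from the tumor differ from those of brains without a tumor. The contralateral libraries are labelled unfixed, and the handling of the non-tumor libraries is not in the labels. Of 19605 genes, 1 passed the threshold. Ngp, a neutrophil granule gene, fell by 3.56 ± 0.53 SE (limma-voom adjusted p 0.0336), from 360 ± 73.1 CPM in non-tumor to 31.4 ± 5.24 CPM in contralateral microglia (SD, n = 3). At an unadjusted p under 0.05 there were 1289 genes, against 980.25 by chance. In 25.2% of genes the groups did not overlap, against 10% by chance. That chance value holds only if all libraries are independent, which non-tumor 1 and 2 may not be. The 5 fits that left out a contralateral library or non-tumor 1 or 2 gave 0 genes, and the fit without non-tumor 3 gave 39. Ngp had an adjusted p of 0.402 without contralateral 3, and of 2.12e-06 to 0.540 over the alternatives other than leaving out a library. Non-tumor 1 and 2 were far closer to each other than other pairs of one group, with a chi-square per gene of 2.59 against 6.48 to 131 in the other pairs. They still differed by more than counting noise and were kept as 2 libraries. Since amplified reads are not independent molecules, this does not show that they came from different RNA pools. Summed to 1 library, they gave 0 genes.

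In the MHC class II list, which the study named for this comparison, 9 of 11 genes were higher in contralateral microglia, with a median log2 fold change of 1.39. It passed camera (adjusted p 0.000221) but not fry (0.257). 0 of its genes passed over all genes and 4 when adjusted over the list alone, as many as at an unadjusted p under 0.05. H2-Aa was at 168 ± 86.8 against 23.2 ± 37.4 CPM (log2 fold change 5.32 ± 1.47 SE, adjusted p 0.385). The difference lay between the contralateral libraries and non-tumor 1 and 2, with 1.68 and 1.51 CPM, while non-tumor 3 had 66.3 CPM. H2-Ab1 rose by 3.52 (adjusted p 0.345) and Cd74 by 2.58 (0.537). Over the alternatives other than leaving out a library, the adjusted p ran from 8.79e-06 to 0.789 for H2-Aa, 2.76e-06 to 0.994 for H2-Ab1 and 2.39e-05 to 0.995 for Cd74. All 3 passed with quality weights, a setting in which 5595 genes passed, and H2-Ab1 also with DESeq2 (0.0388). Without non-tumor 3 the list median was 2.30. The interferon list rose by 0.76 with 46 of 51 genes higher (camera adjusted p 0.00181, fry 0.523), with 0 genes past the threshold over all genes, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05. Without contralateral 2 it was 0.31 and no longer passed camera (0.634). Ifit3 (1.52, adjusted p 0.773) passed with quality weights alone (0.00278, the highest adjusted p over the alternatives being 1.00), and without contralateral 2 Cd74 was at 1.86.

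The neutrophil list fell by 1.66 (1 of 15 genes higher, camera 4.86e-15, fry 0.0182), with 1 gene past the threshold over all genes and 9 adjusted over the list alone. The immediate early list fell by 0.88 (0 of 21 genes higher, camera 7.41e-20, fry 0.0266), with 0 genes past the threshold over all genes, 12 adjusted over the list alone and 14 at an unadjusted p under 0.05. Below the camera threshold but not past fry were the inflammatory list (-0.97, 4 of 30 genes higher, camera 6.22e-16, fry 0.104), the microglia list (-0.93, 1 of 28, 4.58e-15, fry 0.182) and the macrophage list (-0.39, 6 of 30, 1.99e-05, fry 0.300). Adjusted over the list alone, 12, 2 and 0 of their genes passed, with 13, 12 and 8 at an unadjusted p under 0.05, and 0 of them over all genes. The macrophage list was -0.82 without non-tumor 3. The falls of the microglia and macrophage lists rested largely on non-tumor 1 and 2, which may not be independent. The microglia list score (mean gene-centred log2 CPM) was 1.98 and 1.94 there. In non-tumor 3 it was -0.0169, below the contralateral range of 0.0593 to 0.658. The macrophage list score was 0.248, 0.223 and -0.456 in non-tumor 1, 2 and 3, against -0.857 to -0.148 in the contralateral libraries. Also past camera but not fry were the tumor or glial progenitor list (0.61, 22 of 25, camera 0.00788, fry 0.515), the neuron list (0.40, 14 of 17, 0.0134, fry 0.300), the replication-dependent histone list (-0.65, 8 of 65, 2.39e-08, fry 0.469) and the M2-like list (-0.36, 9 of 25, 0.000496, fry 0.313), with 0 of their genes past the threshold over all genes, 0, 2, 0 and 2 adjusted over the list alone and 4, 3, 1 and 6 at an unadjusted p under 0.05. The tumor or glial progenitor list was 0.0561 without contralateral 2 (camera 0.945) and 0.98 without contralateral 1, the neuron list 0.0886 without contralateral 3 (0.347), 0.61 without contralateral 2 and 0.28 without non-tumor 2 (0.0786), and the M2-like list -0.80 without contralateral 2 and -0.20 without contralateral 1. In this comparison the other scalings shifted the median of all genes by 0.11 and 0.15. A group of 14 small nucleolar RNA genes, singled out after the values were seen, was lower in contralateral microglia by a median of -3.00 (0 of 14 genes higher).

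**Figure D3:**
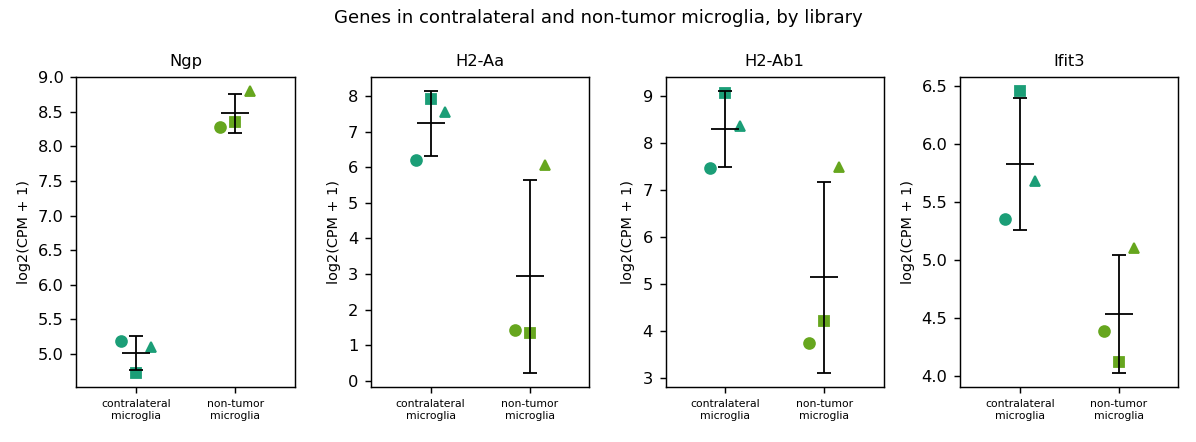
Log2(CPM + 1) of Ngp, H2-Aa, H2-Ab1 and Ifit3 (vertical axes) in the 3 contralateral and the 3 non-tumor libraries; points are libraries with a circle, square or triangle for replicate 1, 2 or 3, and bars give the mean and SD. Ngp lies apart in the groups, while non-tumor 3 lies near the contralateral libraries in H2-Aa and H2-Ab1.

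Fixed macrophages were compared with unfixed ones to see what fixation and permeabilisation do to the measurement. 0 of 19605 genes passed the threshold (limma-voom, smallest adjusted p 0.0514), with 855 at an unadjusted p under 0.05 against 980.25 by chance. Groups did not overlap in 7.77% of genes, against 10% by chance. Leaving out unfixed macrophages 2 gave 4 genes, and the 5 other fits that left out a library gave 0. Actb was at 6276 ± 3270 CPM in fixed and 7905 ± 1134 CPM in unfixed macrophages (SD, n = 3; log2 fold change -0.44 ± 0.31 SE, adjusted p 0.999). The change was -0.0431 without fixed macrophages 2 and -0.78 without fixed macrophages 3. Ptprc changed by 0.13 (adjusted p 0.999), and by -0.17 and -0.20 without fixed macrophages 3 or unfixed macrophages 3.

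Of the 20 lists, 13 passed camera between fixed and unfixed macrophages, and 1, the neutrophil list, also passed fry. The neutrophil list was at -2.03 (1 of 15 genes higher, camera 2.23e-11, fry 0.0437; 0 genes past the threshold over all genes, 2 adjusted over the list alone, 9 at an unadjusted p under 0.05), and ran from -1.29 without fixed macrophages 2 to -3.52 without fixed macrophages 1. The cytosolic ribosomal protein list rose by 0.49 (79 of 83 genes, camera 2.13e-29, fry 0.182), with 0 genes past the threshold over all genes, 2 adjusted over the list alone and 34 at an unadjusted p under 0.05, and by 0.19 without unfixed macrophages 3. The replication-dependent histone list rose by 0.82 (59 of 65 genes, camera 4.02e-20, fry 0.190), with 0 genes past the threshold over all genes, 4 adjusted over the list alone and 20 at an unadjusted p under 0.05, fell to -0.0422 without unfixed macrophages 3 and was 1.34 without unfixed macrophages 1. The MHC class II list rose by 0.51 (10 of 11 genes, camera 0.0111, fry 0.587), with 0 genes past the threshold over all genes, 0 adjusted over the list alone and 1 at an unadjusted p under 0.05, and was -1.70e-05 without fixed macrophages 3, -0.48 without unfixed macrophages 3 and 1.11 without unfixed macrophages 1.

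Of the other lists past camera but not fry (fry adjusted p up to 0.770), the inflammatory list (-0.84, 5 of 30 genes higher, camera 1.91e-08), the microglia list (-0.88, 4 of 28, 3.71e-06), the macrophage list (-0.80, 7 of 30, 2.86e-05), the immediate early list (-0.42, 1 of 21, 5.41e-06), the interferon list (-0.24, 18 of 51, 0.0289) and the M2-like list (-0.44, 7 of 25, 0.0240) were lower in fixed macrophages. The S phase list (0.41, 39 of 43, 8.27e-08), the G2M list (0.42, 46 of 54, 3.67e-08) and the T and B lymphocyte list (1.03, 10 of 13, 0.000704) were higher. In these 9 lists 0 genes passed the threshold over all genes or adjusted over the list alone, and 9, 3, 10, 6, 4, 3, 6, 2 and 1 had an unadjusted p under 0.05. Without unfixed macrophages 3 the inflammatory list was -0.40, the microglia list -0.43 (camera 0.0613), the macrophage list -0.33, the S phase list 0.00219 (0.185), the G2M list 0.15, the T and B lymphocyte list -0.20 (0.142) and the M2-like list 0.0841 (0.313). Without fixed macrophages 3 the S phase list was -0.19 (0.774), the G2M list -0.0399 (0.524), the T and B lymphocyte list -0.0689 (0.749), the M2-like list -0.65 (0.0656) and the interferon list -0.45. Without fixed macrophages 2 the interferon list was 0.16 (0.730), the S phase list 0.90, the G2M list 0.69 and the T and B lymphocyte list 1.77. Without fixed macrophages 1 the immediate early list was -0.72, the interferon list -0.59 and the M2-like list -0.16 (0.446). The interferon list was -0.17 without unfixed macrophages 1 (0.256), where the M2-like list was -0.72 and the S phase list 0.66. Without unfixed macrophages 2 the T and B lymphocyte list was 1.79 and the M2-like list -0.72. The 14 small nucleolar RNA genes, singled out after the values were seen, were higher in fixed macrophages by a median of 3.43 (14 of 14 genes).

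Microglia labelled EdU- and fixed macrophages, both from the tumor, were compared to see how the cell types differ. With limma-voom, 1755 genes passed the threshold, 740 higher and 1015 lower in the microglia. At an unadjusted p under 0.05 there were 5282 genes, and the groups did not overlap in 26.5% of genes against 10% by chance. The majority of calls turned under the other scalings, to 1155 higher and 649 lower with DESeq2-type size factors and 1208 higher and 534 lower with library totals, which shifted the median of all genes by 0.27 and 0.34. The count was 151 without fixed macrophages 3, 508 without EdU- 3, 1047 without EdU- 1 and 1085 without EdU- 2. The genes named by the rule were Trim9 (log2 fold change 2.96, adjusted p 0.00196), Slc1a3 (2.24, 0.00196), Ly86 (1.96, 0.00222), Sall3 (2.43, 0.00283) and Nes (3.17, 0.00296), which were higher in the microglia, and Nr4a3 (-2.64, 0.000742), Akna (-2.36, 0.000742), Zc3hav1 (-2.34, 0.000742) and Akap13 (-2.11, 0.000742), which were lower. Trim9 and Nes each passed in 5 of the 6 fits that left out 1 library, and the other 7 in all 6. Ppp1ccb, uncertain as above, was at least 57.8-fold lower in the microglia. P2ry12, a microglia surface gene, was at 182 ± 61.6 CPM against 16.1 ± 6.0 CPM in macrophages (SD, n = 3; log2 fold change 3.38 ± 0.76 SE, adjusted p 0.0137). Tmem119 rose by 2.94 (adjusted p 0.00660) and Itga4, a marker of cells from the blood, fell by 2.80 (0.00283). Without fixed macrophages 3, P2ry12 (adjusted p 0.137) and Tmem119 (0.0542) no longer passed. Mrc1 did not differ (-0.55, adjusted p 0.687), and was 0.0367 without fixed macrophages 1, -1.53 without fixed macrophages 3 and 0.43 with the background covariate.

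Contralateral microglia and unfixed macrophages were compared in the same way. Here 2105 genes passed the threshold, 1257 higher and 848 lower in the microglia (limma-voom), with 5238 at an unadjusted p under 0.05 and no overlap between groups in 37.5% of genes against 10% by chance. With library totals as the scaling, 1681 were higher and 501 lower, and the median of all genes shifted by 0.29, or by 0.15 with DESeq2-type size factors. The count was 838 without unfixed macrophages 2, 919 without contralateral 1, 975 without unfixed macrophages 1 and 1370 without contralateral 3. The majority of calls turned without contralateral 2 (1009 higher, 1230 lower) and without unfixed macrophages 3 (723 higher, 1042 lower). Rgs5 (log2 fold change 4.42, adjusted p 0.000142), Camk2a (6.13, 0.000239), Meg3 (5.74, 0.000239) and Mal (5.52, 0.000239) were higher in the microglia, and Nr4a3 (-2.95, 0.000143), Mxd1 (-2.90, 0.000239), Pim1 (-2.80, 0.000239), Myh9 (-2.11, 0.000260) and Iqgap1 (-2.18, 0.000311) were lower. All 9 passed in each of the 6 fits that left out 1 library. P2ry12 rose by 2.69 (348 ± 133 against 54.5 ± 33.3 CPM, adjusted p 0.00634) and Itga4 fell by 2.36 (0.00221). Tmem119 rose by 1.11 without passing (adjusted p 0.154, and 0.0309 to 0.188 over the alternatives other than leaving out a library). Mrc1 was at -1.31 (0.133), and passed without contralateral 2 (-2.38, 0.0332) or unfixed macrophages 2 (-1.98, 0.0467), and was -0.37 without unfixed macrophages 3.

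The cell-type lists ran in the same direction in both comparisons of microglia with macrophages. The microglia list was higher in microglia by 2.08 in the tumor pair (26 of 28 genes, camera 1.42e-10, fry 0.0584) and by 1.19 in the unfixed pair (26 of 28, camera 0.000385, fry 0.190). The unfixed pair lost its camera call without contralateral 2 (0.99, 0.0536). The macrophage list was lower, at -2.0 (2 of 30 genes higher, camera 2.36e-11, fry 0.00727) and -2.04 (0 of 30, camera 1.16e-18, fry 0.00258). Over all genes and adjusted over the list alone, 12 and 20 microglia genes and 13 and 19 macrophage genes passed in the tumor pair, and 6 and 12 and 17 and 23 in the unfixed pair. The cytosolic ribosomal protein list was lower in microglia, at -1.34 (3 of 83 genes higher, camera 6.31e-44, fry 0.00580) and -0.97 (3 of 83, camera 1.47e-34, fry 0.0214), with 73 and 77 and with 50 and 71 genes past the threshold by the 2 counts. The inflammatory list of the tumor pair was at -0.69 (8 of 30 genes higher, camera 0.00130, fry 0.239), with 6 genes past the threshold over all genes and 8 adjusted over the list alone. In the unfixed pair this list was at -1.47 (2 of 30, camera 1.63e-11, fry 0.0541), with 12 and 16 genes past the threshold.

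Genes of other brain cells were higher in the microglia than in the macrophages, and more so in the unfixed pair. The medians in the tumor and the unfixed pair were 1.94 (14 of 17 genes, fry 0.0582) and 3.86 (17 of 17, fry 0.000921) for the neuron list, 1.79 (12 of 12, fry 0.0158) and 2.78 (12 of 12, fry 0.00148) for the astrocyte list, 0.71 (10 of 12, fry 0.523) and 3.38 (11 of 12, fry 0.00114) for the oligodendrocyte list, and 1.17 (10 of 12, fry 0.303) and 3.29 (12 of 12, fry 0.00610) for the endothelial list. The camera adjusted p was 0.338 for the oligodendrocyte list of the tumor pair and between 1.02e-12 and 0.0146 for the other 7. Over all genes and adjusted over the list alone, 2 and 7 neuron genes, 1 and 8 astrocyte genes, 1 and 1 oligodendrocyte genes and 1 and 1 endothelial genes passed in the tumor pair, where the oligodendrocyte gene was lower in the microglia and the others were higher, and 13 and 16, 10 and 11, 9 and 11, and 11 and 12 in the unfixed pair. The tumor or glial progenitor list was higher by 2.14 (23 of 25 genes, camera 3.79e-12, fry 0.00942) and 1.45 (24 of 25, camera 0.000133, fry 0.0879), with 16 and 20 and with 3 and 5 genes past the threshold, and by 0.63 in the unfixed pair without contralateral 2 and 2.28 without unfixed macrophages 3. In the tumor pair, the astrocyte list was at 0.67 without fixed macrophages 3 (camera 0.0656), the endothelial list at 0.69 without EdU- 3 (0.833) and 0.77 without fixed macrophages 3 (0.190), and the oligodendrocyte list at 1.07 without fixed macrophages 1. Of all genes, 794 passed in both comparisons, 792 of them in the same direction, against 188 expected by chance (odds ratio 10.4). The log2 fold changes of the comparisons, which share no library, had a Spearman correlation of 0.633 across genes, which are not independent replicates.

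**Figure D4:**
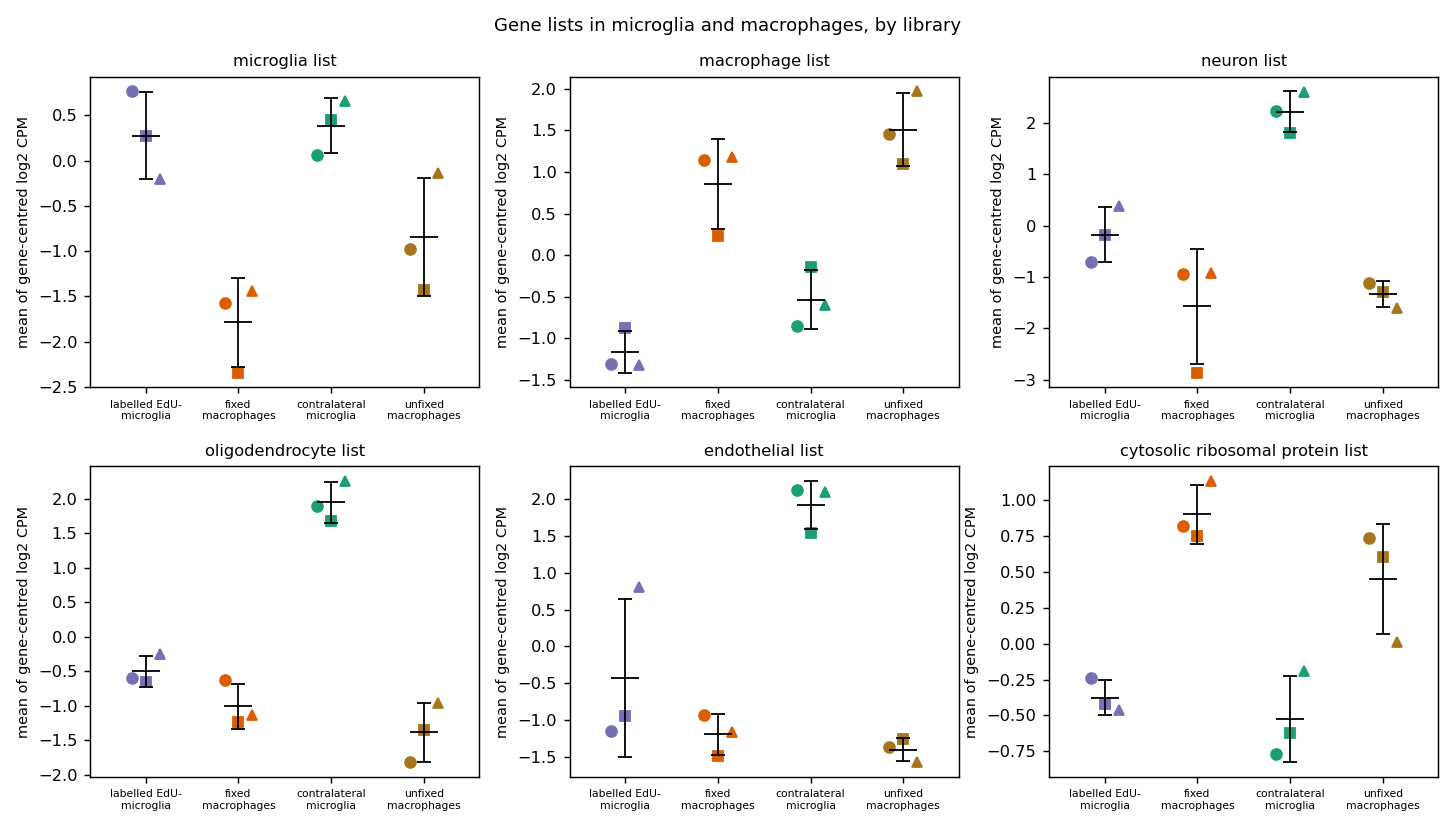
Mean gene-centred log2 CPM of 6 gene lists (vertical axes) in the 4 groups compared, with 3 libraries each; points are libraries with a circle, square or triangle for replicate 1, 2 or 3, and bars give the mean and SD. Neuron, oligodendrocyte and endothelial scores are highest in the 3 contralateral libraries.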

Values the study reported

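The study reported that 14,727 genes of the EdU experiment passed its filter on low counts. It used normalization factors between 0.84 and 1.15. By flow cytometry, it found 10.07 ± 2.21% EdU+ microglia in GBM against 2.22 ± 1.92% in control brain.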

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

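The tests of this part were chosen after the list results had been seen. Microglia were compared with macrophages in a tumor pair (labelled EdU- microglia against fixed macrophages) and in an unfixed pair (contralateral microglia against unfixed macrophages). A test of the difference between the comparisons, fitted as 1 contrast of the 4 groups, picked out the reported lists that follow. The difference is given as the tumor pair minus the unfixed pair. It was -3.08 for the oligodendrocyte list (1 of 12 genes higher, camera adjusted p 2.33e-09, fry 0.0439), -2.31 for the endothelial list (0 of 12, camera 7.10e-07, fry 0.367), -2.02 for the neuron list (3 of 17, camera 1.10e-05, fry 0.232) and -1.24 for the astrocyte list (2 of 12, camera 0.00171, fry 0.425). It was 0.97 for the microglia list (22 of 28, camera 2.10e-06, fry 0.541), 0.70 for the tumor or glial progenitor list (21 of 25, camera 2.18e-05, fry 0.541) and -0.36 for the cytosolic ribosomal protein list (14 of 83, camera 0.000310, fry 0.541). For the inflammatory list it was 0.63 (25 of 30, camera 0.000111, fry 0.541), and for the erythrocyte list -6.42 (0 of 6, camera 0.0206, fry 0.541). Only the oligodendrocyte list passed fry. Of all 20 lists, 16 passed camera in this contrast and 1 passed fry, and camera also picked out lists that the report does not give for these comparisons, such as MHC class II (2.18, 11 of 11 genes higher, fry 0.411) and interferon (0.98, 47 of 51, fry 0.462). Of single genes, 1 passed the threshold and 1175 had an unadjusted p under 0.05. That gene, named after its values were seen, was Ppp1ccb (adjusted p 0.0196), which is uncertain because of its near-identical copy.

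RNA of neurons, glia and vessels in the contralateral libraries may account for the differences in the neuron, astrocyte, oligodendrocyte and endothelial lists. Contralateral minus labelled EdU-, the medians were 2.33 (15 of 17 genes higher), 1.13 (11 of 12), 2.56 (11 of 12) and 2.19 (12 of 12). This difference is a part of the contrast above, and fixed minus unfixed macrophages added little to it in these lists (-0.32, 0.16, 0.31 and 0.28), so it shows where the contrast arises and does not test its cause. Among the most abundant genes the direction was mixed. Slc1a2 (710 ± 97.7 against 241 ± 222 CPM, SD, n = 3) and Bsg (674 ± 83.2 against 349 ± 61.1 CPM) were higher in contralateral microglia, while Trf (312 ± 101 against 363 ± 49.6 CPM) was not, and unfixed macrophages held 501 ± 530 CPM of Trf. Of the first genes of the neuron, endothelial and astrocyte lists, Snap25 (54.7 ± 14.4 against 7.41 ± 6.41 CPM) and Cldn5 (76.9 ± 21.9 against 9.18 ± 7.59 CPM) were higher and Gfap (99.7 ± 35.3 against 202 ± 100 CPM) was lower. Non-tumor microglia had similar levels of Snap25 (64.3 ± 32.5 CPM) and Cldn5 (105 ± 57.7 CPM). RNA of other brain cells cannot be told apart here from a different state of the microglia, which stays open as well, because no value in these data separates them.

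Fixation could also act differently on microglia and on macrophages. The pairs differ in fixation and in the place the cells came from, so the difference of -3.08 in the oligodendrocyte list cannot be told apart between these causes. The fixation of each group follows the labels, and no group of microglia was measured both ways.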

How the results depend on the processing

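The alternatives named here as added (background covariate, mean CPM of at least 10, sex covariate, summed non-tumor libraries) were chosen after seeing the data, and the rest, the counts of splits included, before. The number of genes past the threshold depended on the processing in each comparison, and the cause was not tested unless stated.

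For EdU+ against EdU- (24 genes) it was 13 with DESeq2-type size factors (9 higher, 4 lower), 8 with library totals (4 and 4), 4 with no filter, 191 with at least 10 counts in every library, 755 with only the groups compared, 117 with quality weights, 56 without small RNA genes, 2 with the background covariate, 235 at a mean CPM of at least 10, 53 with edgeR, 663 with DESeq2 (316 and 347) and 3469 at an unadjusted p under 0.05. Fits that each left out 1 library gave 2 to 194 genes. For contralateral against non-tumor (1 gene) it was 0 with library totals, with at least 10 counts in every library, with edgeR and with the summed non-tumor libraries, against 1289 at an unadjusted p under 0.05. It was 32 with only the groups compared, 5595 with quality weights, 2 with the background covariate, with a mean CPM of at least 10 and with the sex covariate, and 96 with DESeq2. Without 1 library at a time there were 0 to 39 genes. For fixed against unfixed macrophages (0 genes) it was 2 with library totals, 10 with quality weights, 3 with the background covariate, 43 with DESeq2 and 855 at an unadjusted p under 0.05, and 0 to 4 genes when 1 library was left out.

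For labelled EdU- microglia against fixed macrophages (1755 genes) it was 3482 with quality weights, 3572 with DESeq2 (2199 higher, 1373 lower) and 5282 at an unadjusted p under 0.05. The split of 740 higher and 1015 lower became 1155 and 649 with DESeq2-type size factors and 1208 and 534 with library totals. Leaving out 1 library gave 151 genes (without fixed macrophages 3) to 1508 genes. For contralateral microglia against unfixed macrophages (2105 genes) it was 5723 with quality weights, 3577 with DESeq2 (2495 and 1082) and 5238 at an unadjusted p under 0.05. The split of 1257 and 848 became 1681 and 501 with library totals. It turned to 1009 and 1230 without contralateral 2 and to 723 and 1042 without unfixed macrophages 3. Leaving out 1 library gave 838 genes (without unfixed macrophages 2) to 2239 genes.

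Among the lists fixed as main results, inflammatory (EdU) kept its direction and its camera call in each alternative fit and passed fry, but not camera with an estimated correlation (1.93, adjusted p 0.124, in a range over the alternatives of 2.30e-51 to 0.124). Leaving out 1 library gave 1.45 to 2.18. G2M (-0.53) did not pass fry (0.304) or the estimated correlation (0.573), in a range from 6.29e-10. It ran from -0.92 to -0.36 when 1 library was left out. S phase (-0.0411) passed with at least 10 counts in every library (-0.74, adjusted p 0.0206, in a range of 0.0206 to 0.962), a filter that keeps 25 of its 43 genes. It reversed with the background covariate (0.33), and leaving out 1 library gave -0.60 to 0.12, with 0.0585, 0.00838 and 0.12 the reversed values. MHC class II (contralateral against non-tumor, 1.39) did not pass fry (0.257) or the estimated correlation (0.386), in a range from 1.75e-06, and ran from 1.16 to 2.30 when 1 library was left out. Interferon (0.76) did not pass fry (0.523) or the estimated correlation (0.654), in a range from 2.22e-18, and ran from 0.31 to 0.90.

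Among the other lists and genes, the microglia list (EdU) reversed with library totals (-0.11), quality weights (-0.0946) and the background covariate (-0.0747), and leaving out 1 library gave -0.00169 to 0.72. The M2-like list of contralateral against non-tumor reversed with the background covariate (0.17) and ran from -0.80 to -0.20 when 1 library was left out. Mrc1 in labelled EdU- microglia against fixed macrophages reversed with the background covariate (0.43) and ran from -1.53 to 0.0367 when 1 library was left out. In fits that left out 1 library, the MHC class II list of fixed against unfixed macrophages ran from -0.48 to 1.11 with -1.70e-05 in one, the histone list from -0.0422 to 1.34, S phase from -0.19 to 0.90, G2M from -0.0399 to 0.69, interferon from -0.59 to 0.16, M2-like from -0.72 to 0.0841, T and B lymphocyte from -0.20 to 1.79 with -0.0689 also reversed, Mki67 (EdU) from -0.41 to 0.13 with 0.12, 0.00285 and 0.0388 also reversed, and Ptprc from -0.20 to 0.40 with -0.17 also reversed. Apart from fits that left out a library, 584 further values of single genes were the same, 22 were weaker and 11 stronger; of the other lists 505 were the same, 99 weaker and 1 stronger.

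Whether the replicate numbers pair the libraries was not settled. The genes that mark sex matched by number in the labelled EdU-, labelled EdU+ and fixed macrophage groups. There library 3 had the most Y-linked counts (116, 173 and 194 CPM) and the least Xist, which marks females. Libraries 1 and 2 of these groups had 38.4 Y-linked CPM or less. In the unfixed pair the numbers did not match, as Y-linked counts were highest in contralateral 2 (92.3 CPM) and unfixed macrophages 3 (112 CPM). The correlations of same-numbered libraries' deviations from their group means were -0.0676, 0.37 and 0.25 for EdU, 0.28, 0.0215 and 0.21 for fixed against unfixed, 0.10, -0.0709 and 0.10 for labelled EdU- microglia against fixed macrophages, and 0.44, -0.20 and 0.14 for contralateral microglia against unfixed macrophages. Without the replicate block the numbers of genes were 12 (EdU), 0 (fixed against unfixed), 1552 (477 and 1075) and 2169. With the block, contralateral against non-tumor gave 4 genes.

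The splits of 6 libraries into groups of 3 number 10, so that no share under 0.1 is possible. For EdU, 2 of the 10 splits gave as many genes as the real one. The other, with 493 genes, set EdU+ 1, EdU+ 3 and EdU- 3 against EdU+ 2, EdU- 1 and EdU- 2, which are the 3 libraries with the highest background and the lowest totals of the 6. With the background as a covariate the real split gave 2 genes. Of the 10 splits, 1 gave as many genes for contralateral against non-tumor, 10 for fixed against unfixed macrophages (0 genes), and 1 for each comparison of microglia with macrophages, which was the real one.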

Other observations

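The tests of this part were chosen after the result had been seen, except the tests of other families without expected expression and the counts of splits. Of these tests, the rule for background (past camera with the covariate, also with any compared library left out) replaced one that also asked for fry, and a limit on the level of the genes matched by transcript length was added to a looser match, after the earlier values had been seen.

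The inflammatory list was higher in the libraries labelled EdU+, the reverse of what the study describes for these groups. A loss of microglia to tumor cells in the libraries labelled EdU- would raise the microglia list as much, but it changed by 0.30 against 1.93 for the inflammatory list. It ran from -0.11 to 0.34 over the alternatives other than leaving out a library and from -0.00169 to 0.72 when 1 library was left out; without EdU- 1, where it was 0.72, the inflammatory list was at 1.92. Macrophages in the libraries labelled EdU+ could not reach that level, since labelled EdU- microglia lay at -0.69 against fixed macrophages in these genes. With the background covariate the difference was 1.24 (28 of 30 genes higher, camera p 6.24e-18, fry p 0.00378), and 1.24 to 1.62 with any of the 6 compared libraries left out as well (camera p of 1.28e-09 or less), so background is not the whole cause. A response of the cells to handling during isolation remains open, as the immediate early list rose by 0.80 with it, and would have to differ between cells sorted from the same tissue. An exchange of the EdU+ and EdU- labels would also give this direction and remains open, as the S phase list below could not settle it. A difference in the state of the microglia remains open and was not tested.

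The G2M list was lower in the libraries labelled EdU+, where EdU uptake would lead to more cycling cells. Tumor cells in the libraries labelled EdU- may contribute, as the tumor or glial progenitor list fell by 1.21, but the neuron list (-1.22) and the astrocyte list (-1.12) fell as much, so tumor cells cannot be told apart from RNA of other brain cells. The neuron list was at -0.37 without EdU+ 1 and the astrocyte list at -0.36 without EdU- 3. Over the alternatives other than leaving out a library, the neuron list ran from -1.67 to -0.25 and the astrocyte list from -1.54 to -0.21. The tumor or glial progenitor list ran from -1.59 to -0.70 there, so whether the lists fell alike depended on the fit. An exchange of the EdU+ and EdU- labels would lower both cell-cycle lists, but the S phase list was at -0.0411 with its genes going both ways, so that it cannot be told apart from other causes. With the background covariate the G2M list was at -0.40 (15 of 54 genes higher), past camera (p 5.39e-05). With any of the 6 compared libraries left out as well it stayed past camera (p of 0.00880 or less), at -0.24 without EdU- 1, -0.78 without EdU- 3 and values in between for the others. The direction thus held with the covariate. The list did not pass fry with or without the covariate (p 0.441 and 0.161), so whether background is the whole cause was not settled. Mki67 gives no clear direction, while Top2a was lower in the libraries labelled EdU+ in each of the 13 alternatives (-1.66 to -0.76) and in each of the 6 fits that left out 1 library (-1.39 to -0.90). Tyms, a gene of the S phase list, followed the background measure across the 18 libraries (Pearson r 0.987, Spearman rho 0.979, each with a permutation p of 1e-05, the smallest that the permutations can give; r 0.987 without the 2 farthest libraries and 0.988 within groups), as did Mrgpra6, Grk4 and A130077B15Rik (r 0.996, 0.984 and 0.997; rho 0.992, 0.975 and 0.977). These are 4 relations, with an adjusted p of 1e-05 for each. They were examined after the results had been seen. The adjustment covers these 4 genes only, so the p-values do not show how common such relations are.

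The MHC class II list was higher in contralateral than in non-tumor microglia. Macrophages in the contralateral libraries would raise the macrophage list, which was at -0.39, a fall that rested largely on non-tumor 1 and 2. The sex of the pooled mice could matter. Non-tumor 1 and 2 had Y-linked counts (221 and 227 CPM) and next to no Xist, and non-tumor 3 the reverse (10.8 and 1265 CPM), although the study describes the mice as gender-matched. Within non-tumor microglia the male minus female difference of these genes was -1.26, but in the other groups with both it was 0.41 (labelled EdU-), 1.21 (labelled EdU+) and 1.10 (fixed macrophages), the median of which is 1.10. With 1 or 2 pools of a sex per group, sex cannot be told apart from pool differences. With a sex covariate, the list was at 2.33. Fixed macrophages exceeded unfixed ones by 0.51 in these genes, which goes against fixation, but without unfixed macrophages 3 the difference was -0.48, so fixation cannot be told apart from the spread of the libraries. With the background covariate the list was at 1.10 and passed camera (p 2.65e-05). With any of the 6 compared libraries left out as well it was 0.87 to 1.34 (camera p of 0.00302 or less). The direction thus held with the covariate. The list did not pass fry with or without the covariate (p 0.238 and 0.120), so whether background is the whole cause was not settled. A biological effect of the tumor on distant microglia remains among the open explanations.

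The 14 small nucleolar RNA genes were lower in contralateral than in non-tumor microglia by -3.00, which is what drew attention to them and is no test. Their sum was 1256, 485 and 630 CPM in the contralateral libraries and 9027, 7059 and 3328 CPM in the non-tumor ones. Fixed macrophages exceeded unfixed ones by 3.43 (14 of 14 genes), a difference seen when the genes were singled out. The EdU libraries, which the study's methods describe as fixed, exceeded the contralateral ones by 2.53 and lay at -0.36 against the non-tumor ones, but these comparisons use the libraries in which the genes were noticed and so are no independent test. The EdU libraries also varied, with sums of 2100, 1900 and 3340 CPM in those labelled EdU- and 9293, 4818 and 3435 CPM in those labelled EdU+, against 1901 CPM in unfixed macrophages 2. Handling of the non-tumor libraries like fixed ones may account for the difference, but it cannot be told apart from a difference between the groups of microglia, as the labels do not give their handling.

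The cytosolic ribosomal protein list was higher in fixed than in unfixed macrophages, by 0.49. A gain of short transcripts in fixed cells is a possible explanation. The length of a gene was that of its longest annotated transcript, which need not be the one expressed. For 77 of the 83 genes, up to 10 other genes lay within 0.25 of this length and 0.5 of the level (both log2), 255 different genes in all. Averaged over the 77 genes, the mean log2 CPM of the matches was 8.10 against 8.13, since the few abundant genes match several ribosomal protein genes; the 255 genes counted once each had 6.98 and a median of -0.13. Taken gene by gene, the matches were at -0.15 (median over the 77), and 68 of the 77 exceeded their matches. The rise was thus not shared by genes with a longest transcript of similar length. Since the transcripts expressed may be shorter, this cannot exclude a gain of short transcripts. The list fell to 0.19 without unfixed macrophages 3. In the comparison by EdU label the 77 genes rose by 0.56 and their matches by 0.58, so there the rise is not specific to these genes.

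The receptor genes had counts in each of the 18 libraries. A uniform background over genes without expected expression would raise other such families with them. Keratin-associated protein genes (Pearson r 0.964, Spearman rho 0.936) and defensin genes (r 0.940, rho 0.866) followed them across the libraries, each with a permutation p of 1e-05, the smallest that the permutations can give, and an adjusted p of 1.5e-05. Without the 2 farthest libraries r was 0.950 and 0.887, and within groups 0.968 and 0.970. The library total went the other way (r -0.820, permutation p 5e-05, rho -0.886, permutation p 2e-05, adjusted p 5e-05 and 2e-05; r -0.826 without the 2 farthest libraries), with -0.761 within groups. These are 3 relations. A fixed number of stray counts per library, weighing more in smaller ones, was tested as a source and is argued against, since the number of counts on these genes ran from 743 (unfixed macrophages 3) to 17663 (contralateral 1) and itself fell with the library total (Pearson r -0.581, permutation p 0.0102; Spearman rho -0.641, permutation p 0.00518; r -0.452 without the 2 farthest libraries and -0.443 within groups). The source was not found.

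Non-tumor libraries 1 and 2 had a chi-square per gene of 2.59, against 6.48 to 131 in the 17 other pairs of one group, and a Spearman correlation of 0.989, and both had the Y-linked genes. This suggests 1 RNA pool made into 2 libraries, or pools from littermates, which was not tested. With the pair summed to 1 library the MHC class II list was at 1.36.

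Results of lists not given in the report for the comparison by EdU label follow, as the median log2 fold change. The M1-like list was at 1.32 (12 of 14 genes higher, camera 5.28e-06, fry 0.0269) and shares 5 genes with the inflammatory list. The M2-like list was at 0.93 (19 of 25, camera 8.51e-06, fry 0.0867), the T and B lymphocyte list at -2.37 (1 of 13, camera 0.0496, fry 0.567) and the erythrocyte list at -2.33 (0 of 6, camera 0.495). In contralateral microglia against unfixed macrophages the erythrocyte list was at 7.38 (6 of 6, camera 0.00830, fry 0.153).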
